# Modulation of large dense core vesicle insulin content mediates rhythmic hormone release from pancreatic beta cells over the 24h cycle

**DOI:** 10.1371/journal.pone.0193882

**Published:** 2018-03-15

**Authors:** Aurore Quinault, Corinne Leloup, Geoffrey Denwood, Coralie Spiegelhalter, Marianne Rodriguez, Philippe Lefebvre, Nadia Messaddeq, Quan Zhang, Catherine Dacquet, Luc Pénicaud, Stephan C. Collins

## Abstract

The rhythmic nature of insulin secretion over the 24h cycle in pancreatic islets has been mostly investigated using transcriptomics studies showing that modulation of insulin secretion over this cycle is achieved via distal stages of insulin secretion. We set out to measure β-cell exocytosis using in depth cell physiology techniques at several time points. In agreement with the activity and feeding pattern of nocturnal rodents, we find that C57/Bl6J islets in culture for 24h exhibit higher insulin secretion during the corresponding dark phase than in the light phase (Zeitgeber Time ZT20 and ZT8, respectively, *in vivo*). Glucose-induced insulin secretion is increased by 21% despite normal intracellular Ca^2+^ transients and depolarization-evoked exocytosis, as measured by whole-cell capacitance measurements. This paradox is explained by a 1.37-fold increase in beta cell insulin content. Ultramorphological analyses show that vesicle size and density are unaltered, demonstrating that intravesicular insulin content per granule is modulated over the 24h cycle. Proinsulin levels did not change between ZT8 and ZT20. Islet glucagon content was inversely proportional to insulin content indicating that this unique feature is likely to support a physiological role. Microarray data identified the differential expression of 301 transcripts, of which 26 are miRNAs and 54 are known genes (including *C2cd4b*, a gene previously involved in insulin processing, and clock genes such as *Bmal1* and *Rev-erbα*). Mouse β-cell secretion over the full course of the 24h cycle may rely on several distinct cellular functions but late night increase in insulin secretion depends solely on granule insulin content.

## Introduction

Links between circadian dysfunction and Diabetes has been evidenced in several models where clock genes were either mutated to knocked out [1, 2]. A complex picture of circadian gene expression in pancreatic islets has emerged, some KO models showing impairment of β-cell mass [2, 3] and distal stages of insulin secretion as the underlying pathophysiological mechanisms. However, direct functional evidence remains scarce. Recently, new mechanisms controlling the beta cell output across the 24h cycle was unraveled using *in vivo* and functional assays. One study reported that ATP production via modification of *Ucp2* expression modifies insulin secretion [4] although islet insulin content was not measured. In contrast, others have established that the insulin genes display circadian expression and may underly the day/night rhythmicity of Glucose Stimulated Insulin Secretion (GSIS) [5]. Which cellular processes are at play in the unaltered β-cell during the 24 hour cycle thus remains an open question, and measures of metabolism and exocytosis that do not rely on measures of insulin content are needed.

Here, we show that in the absence of exocytosis or metabolic upregulation, mouse β-cells are programmed to increase insulin content per granule during late night.

## Material and methods

### Animal husbandry

Experiments were performed in agreement with the European Directive 2010/63/UE and approved by the French Ministry of Research and the local ethic committee of the University of Burgundy (C2EA Grand Campus Dijon N° 105). 10-week-old *C57Bl/6J* (Charles River) mice were housed on a 12h light/dark cycle with the light period starting either at 7:00 or at 19:00. In both cases, the time of lights on defines Zeitgeber (ZT) 0. Mice had free access to food and water at all times. After a 4-weeks acclimatization period, mice were killed at 15:00 by cervical dislocation under light (ZT8 and ZT12) or dark conditions (ZT20) and islets isolated by collagenase digestion and handpicking, followed by culture for 24h as described previously [6]. All further experiments unless otherwise stated were performed at 15:00 or on a 4h window around that time (for electrophysiological and fluorimetric experiments). The normal-cycle mouse islet group is subsequently referred to as the ZT8 group, whilst the inverted cycle mouse islets are referred to as ZT20. An additional time point was investigated (ZT12) for exocytosis. To this effect, mice kept on a normal cycle were killed at 15:00 (ZT8 independent control) and 19:00 (ZT12), and islets were cultured for 24h before experiments.

### Measurement of hormone secretion

Islets were cultured in RPMI 1640 together with 11mM G based on recommended publications [7, 8]. Static measurements of insulin secretion were performed in 96 well plate format plates using an extracellular medium containing (in mM): 120 NaCl, 4.7 KCl, 25 NaHCO_3_, 1.2 KH_2_PO_4_, 1.2 MgSO_4_, 10 HEPES (pH 7.4 with NaOH), 2.5 CaCl_2_, 0.5 mg/ml BSA free fatty acid free. Islets were kept one hour at 5 mM G and the supernatant was replaced with test solutions containing either 2.8 or 16.7 mM G for another hour. The supernatant was collected and to determine total content, hormones were extracted from pellets using 95:5 ethanol:acetic acid. Insulin, proinsulin and glucagon were measured using commercial ELISA kits (Alpco, Mercodia and Millipore, respectively) on both supernatant and pellet.

### Measurement of DNA content

Total DNA content was measured on islets at ZT8 and ZT20 using Qubit dsDNA-HS assay kit (ThermoFisher) according to the manufacturer’s instructions.

### Intracellular Ca^2+^ measurements

Intracellular calcium concentration ([Ca^2+^]_i_) was assessed on islets using a Till photonics system fitted on an upright inverted IX 70 Olympus microscope, allowing ratiometric measurements with fura-2AM (Molecular Probes) as described previously [9].

### Whole-cell measurements of Ca^2+^ currents and exocytosis

For patch-clamp measurements, islets were dissociated into single β-cells. Insulin-secreting β-cells were identified based on their larger size reflected by their higher capacitance (>5.5 pF) and complete inactivation of the Na^+^ current at -70 mV [10]. Whole-cell Ca^2+^ currents (using Ba^2+^ as the charge carrier to prevent Ca^2+^-mediated inactivation of the channels and to increase the magnitude of the current) and exocytosis (Ca^2+^ present in the extracellular solution) were recorded using an EPC-10 amplifier and the Pulse software (Heka Electronics, Lamprecht/Pfalz, Germany) as described previously [11].

### Electron microscopy

Groups of 50 isolated islets were fixed in 2.5% glutaraldehyde and 2.5% paraformaldehyde in cacodylate buffer (0.1 M, pH 7.4) and washed in cacodylate buffer for further 30 minutes. Samples were postfixed in 1% osmium tetroxide in 0.1M cacodylate buffer for 1 hour at 4°C and stained with 2% uranyl acetate for 1h at 4°C. The samples were dehydrated through graded alcohol (50, 70, 90, and 100%) and propylene oxide. Samples were embedded in Epon 812. Ultrathin sections were cut at 70nm and contrasted with uranyl acetate and lead citrate and examined at 70kV with a Morgagni 268D electron microscope. Images were captured digitally by Mega View III camera (Soft Imaging System) and analysed using ImageJ.

### qRT-PCR and microarray studies

Groups of 20 islets were washed by centrifugation in cold PBS (Ozyme, Saint-Quentin-en-Yvelines) and immediately homogenized in lysis solution (RLT buffer provided by mRNA extraction kit), frozen and stored at -80°C until mRNA extraction. Total islet mRNA was extracted using the RNeasy Micro kit (Qiagen, Courtabœuf) according to the manufacturer’s protocol. Quantity and quality (RNA quality indicator; RQI) of total RNA were checked through the Experion automated electrophoresis system (Bio-Rad, Marne la coquette) and software. Samples with a RQI above 7 were accepted. cDNAs were synthesized using the QuantiTect Reverse Transcription Kit (Qiagen, Courtabœuf). Reverse transcription were performed in triplicate. Real time RT-PCR was performed with pre-designed Taqman Gene expression assays (Life Technologies, Saint Aubin). Primers used for qRT-PCR are detailed in S1 Table and listed here: *Rev-erb α* (alias Nr1d1; Mm00520708_m1), *Rev-erb β* (alias Nr1d2; Mm00441730_m1), *Bmal1* (alias Arntl; Mm00500226_m1); *Ins1* (Mm01950294_s1); *Ins2* (Mm00731595_gH); *Glucagon* (Mm01269055_m1) and *36B4* (alias Rplp0; Mm00725448_s1). The 20μl PCR reactions contained 2μl cDNA, 10μl Taqman Fast Advanced Master Mix (Life technologies, Saint Aubain), 1μl Taqman Gene expression Assay and 7μl H_2_O. Samples were analyzed on the StepOnePlus Real-Time PCR system (Applied Biosystem, Saint Aubin). Cycling parameters for real-time RT-PCR were as follows: 50°C for 2 minutes, 95°C for 10 min followed by 45 cycles of 95°C for 15 seconds and 60°C for 1 minute. Relative expression levels were determined by StepOne software using comparative CT method to normalize target gene mRNA to *36B4* as published before [12].

In a separate group of experiments, samples with a RQI above 7.5 were used for microarray analysis. Labeled and fragmented cRNA was hybridized to the Affymetrix 430 2.0 whole mouse genome microarray and processed on an Affymetrix GeneChip Fluidics Station 450 and Scanner 3000 (Affymetrix).

### Statistical analysis

Statistical analysis was performed using two-tailed t-test, ANOVA repeated measures or using a Mann-Whitney U-test (ultrastructural data) where appropriate using the statistical package “R”.

## Results

### Validation of experimental model via rhythmic *Rev-erb α* and *Bmal1* gene expression profiles

The circadian system of pancreatic islets is totally preserved in the first few days of culture without need for a synchronization pulse [13]. We verified and confirmed the cyclic expression of Rev-Erb α and β (*Nr1d1* and *Nr1d2*) and Bmal1 (*Arntl*) by qRT-PCR on islets cultured for 24h and sampled every 6h (schematics in Fig 1A). The two *Rev-erb* isoforms peaked at ZT8 whilst *Bmal1* peaked at ZT20 as previously established [5] (Fig 1A). We subsequently focused on time points with maximal and minimal relative expression of *Rev-erb α*, ZT8 and ZT20, respectively. Since islet culture duration has a significant effect on β-cell Ca^2+^-channel properties (Figures A and B in S1 Fig), mice were housed in normal or inversed cycle conditions as shown in Fig 1B schematics to standardize culture length (24h). Relative expression of the aforementioned circadian genes (Fig 1B) followed the same pattern as in Fig 1A, consistent with an entrainment of the clock in the islets under both light/dark cycles, and validating our experimental paradigm.

**Fig 1:**
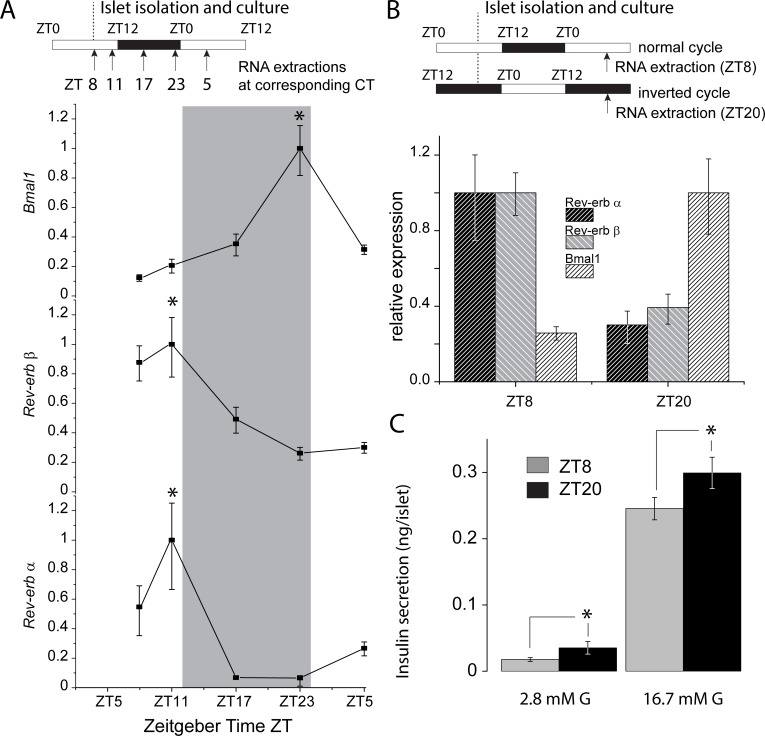
Expression levels of main circadian genes and corresponding Glucose Stimulated Insulin Secretion (GSIS) at peaks of expression. *A*: 24h expression profile of *rev-erb α* and β and *Bmal1* in islets cultured for 24h and sampled every 6h (except first two sample times collected at 15:00 (ZT8) and 19:00 (ZT11)). *B*: Expression profiles at ZT8 and ZT20 of *rev-erb α*, *rev-erb* β, and *Bmal1* in islets from normal or inversed cycle mice after 24h of culture. Islet isolation and sampling time are indicated in schematics. Data are from 4 animals for (*A*) and 3 animals for (B), with 2 technical replicates per animal and per ZT where applicable. White circles = Rev-erb *α*; White squares = Rev-erb β; Dark squares = Bmal1; *P<0.05 by ANOVA (A). *C*: Basal (2.8 mM glucose) and Glucose induced (16.7 mM glucose) insulin secretion from ZT8 and ZT20 islets. Grey bars = ZT8; Dark bars = ZT20; N = 20–60 experimental replicates across 6 animals per ZT. *P<0.05 using a *t-test*.

### Increased insulin secretion at ZT20 is not due to [Ca^2+^]_i_, Ca^2+^ channel properties and exocytosis

Both basal and GSIS were upregulated during the corresponding mouse awake/activity phase (Fig 1C). Basal insulin release was increased by 100% and GSIS by 21% (p<0.05). We measured β-cell intracellular Ca^2+^ concentration ([Ca^2+^]_i_) in cultured islets from normal and inverted cycle mice in response to glucose (Fig 2A). Both islet sources responded to 16.7mM glucose, with similar increases in [Ca^2+^]_i_ and fast oscillation patterns. The magnitude and gating of the Ca^2+^ currents were identical at ZT8 and ZT20 in the physiological range of β-cell electrical activity (-70 to -10 mV) (Fig 2B). Unlike mouse β-cells, recent studies on human islets have highlighted that Na^+^ channels participate in insulin secretion [10]. We characterized Na^+^ currents but found no difference between the two groups (Fig 2C). Cell membrane capacitance was not different at ZT8 and ZT20 before the depolarization train (6.94±0.2 and 7.17±0.3 pF at ZT8 and ZT20, respectively p = 0.52). The total increase in cell membrane capacitance elicited by the train was ~130 fF in both ZT8 and ZT20 (Fig 2D).

**Fig 2:**
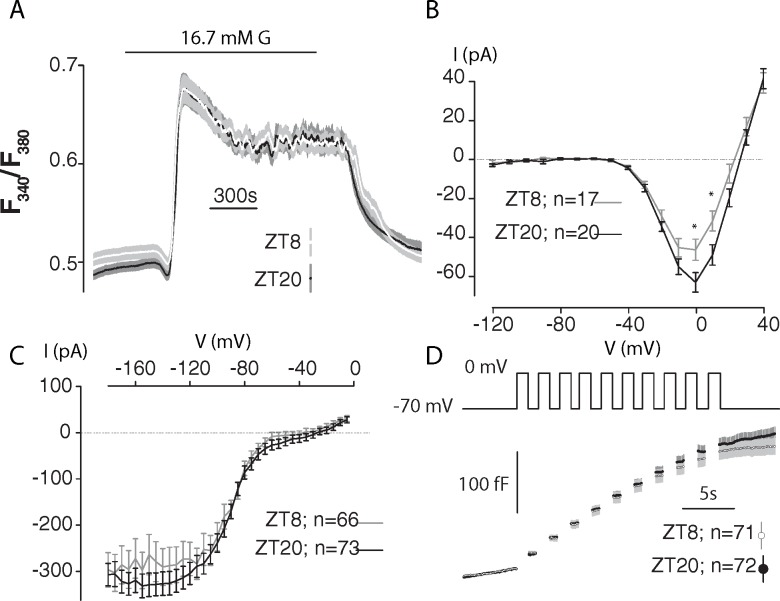
No change in [Ca^2+^]_i_ signaling, Na^+^, Ca^2+^ currents and exocytosis (measured via whole cell capacitance) between ZT8 and ZT20. *A*: Glucose-induced [Ca^2+^]_i_ transients in ZT8 or ZT20 islets. The glucose concentration was varied as indicated above the traces from a basal concentration of 2.8 mM glucose. Glucose-induced oscillations during the plateau phase were 0.085±0.0081 and 0.076±0.0054 in amplitude (Ratio of F_340_/F_380_), whilst oscillation period was 111±11 s and 92±7 s in ZT8 and ZT20 islets, respectively. n = 41 and n = 52 islets across a minimum of 6 animals for ZT8 and ZT20, respectively. *B*: Peak current (*I*)-voltage (*V*) relationship for voltage-gated Ca^2+^ currents recorded from single ZT8 or ZT20 β-cells using Ba^2+^ in the extracellular solution as a surrogate to Ca^2+^ during depolarizations from -70 mV to membrane potentials between -60 and +80 mV (n = 17 and 20 β-cells from 3 mice for ZT8 and ZT20, respectively). * p<0.05 using a t-test. The horizontal dotted line indicates zero current level. *C*: Na^+^ currents from single ZT8, n = 66 or ZT20, n = 73 β-cells across 3 mice per ZT. *D*: Increase in membrane capacitance (Δ*C*) during a train of ten 500 ms depolarizations from -70 mV to 0 mV (*V*) in single ZT8, n = 71 or ZT20, n = 72 β-cells across 3 mice per ZT. Traces are mean ± S.E.M. Grey lines = ZT8; Dark lines = ZT20 on all subpanels.

### Higher intragranular content correlates with β-cell insulin content at ZT20

Ultrastructurally, islets from both ZT8 and ZT20 appeared identical (Fig 3A). The mean area of each type of granule (mature–presence- and immature -absence- of a dense core) were identical (0.127±0.07 μm^2^ and 0.1337±0.06 μm^2^ for immature granules and LDCV vesicles, respectively). Granule and dense core sizes were identical between ZT8 and ZT20 islets (Fig 3B). In agreement with capacitance data, the density of granules was similar between ZT8 and ZT20 islets (Fig 3C). Insulin content was increased 37% at ZT20 compared to ZT8 (Fig 3D). Interestingly, glucagon content was decreased by 34% (Fig 3E), and these changes were not correlated to islet DNA content (Fig 3F). Proinsulin content was marginally reduced (-7%, not significant) at ZT20 (Fig 3G).

**Fig 3:**
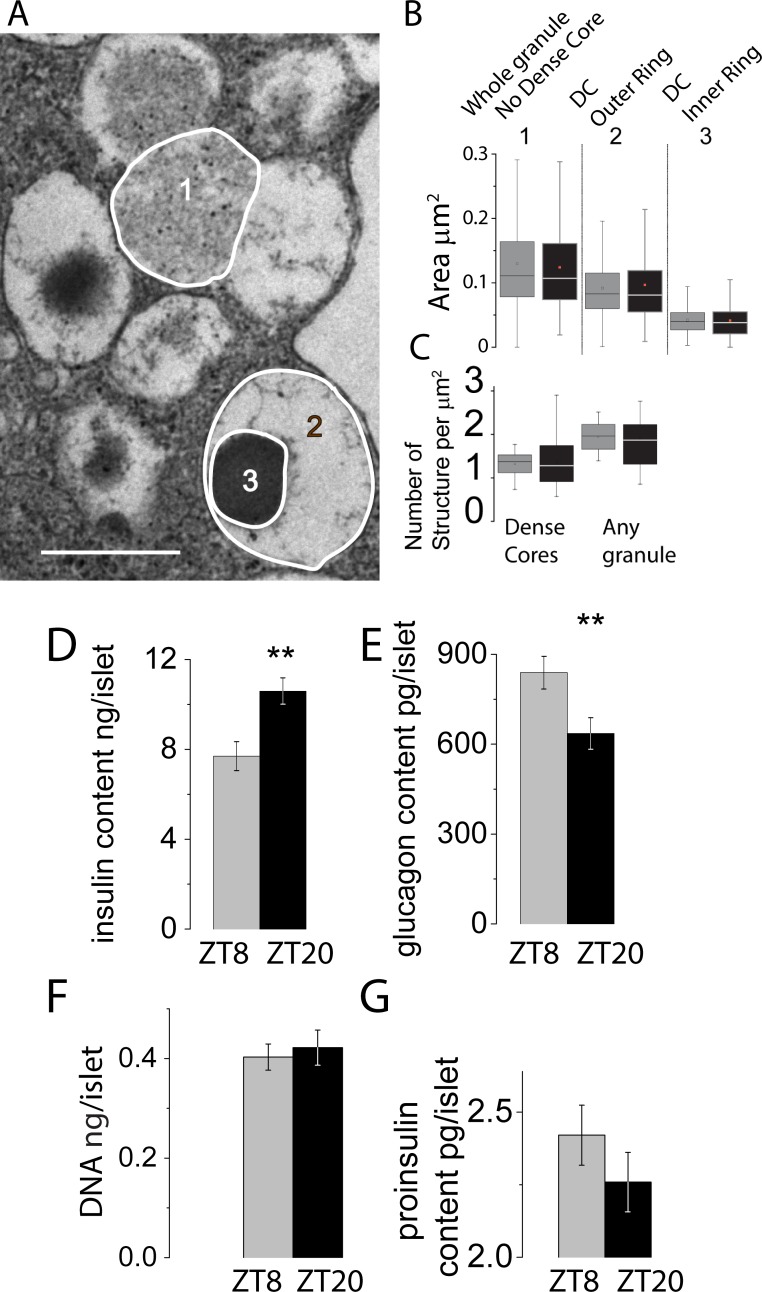
Subtle effects on β-cells ultrastructure and hormone content during the 24h cycle. *A*: Representative electron micrographs from β-cells and depiction of subgranule areas /granule types detected and analyzed. Scale bars: 0.5μm. *B* sizes and *C* numbers of region of interests (1, 2 and 3). Box plots groups of data according to their quartiles, of granule (1) and substructures areas (LDCV outer ring (2) or inner ring (3)) in ZT8 or ZT20 β-cells. The Mid line indicates the median whilst the small square within each box indicates the mean value. In panel C, data was averaged per cells. Panel D: mean insulin and (*E*:) glucagon content per islet ± S.E.M. for ZT8, n = 46 and 23 or ZT20, n = 45 and 22, respectively. Experimental replicates across a minimum of 6 mice per ZT. *P<0.05 using a *t-test*. *F*: mean DNA content per islet± S.E.M. for ZT8, n = 19 or ZT20, n = 23 replicates across a minimum of 3 mice per ZT. G: Proinsulin islet content in n = 57 for ZT8 islets (across 6 mice) and n = 57 for ZT20 islets (across 6 mice). Grey bars = ZT8; Dark bars = ZT20.

### Islet gene expression profiles at ZT8 and ZT20

A total of 301 genes were differentially expressed between ZT8 *vs* ZT20 islets (S1 Table, GSE109882). 

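RNA of isolated islets, the clusters of hormone-secreting cells of the pancreas, was hybridised with 1 array per islet sample, 5 samples at ZT8 and 5 at ZT20. The mice were male C57Bl/6J animals (C57BL/6 in the sample labels), an inbred laboratory strain, aged 10 weeks. By the paper's methods the animals were killed at 15 h clock time, with lights on at 7 h for the ZT8 group and at 19 h for the ZT20 group, and islets were cultured for 24 h. The sample titles call the groups CT8 and CT20, and the time point labels ZT8 and ZT20. The labels place time 0 at 7 h for both, and describe the culture as 24 h long in one field and as overnight in another. The paper's methods name an Affymetrix whole mouse genome array, whereas the deposited table lists transcript clusters of an Affymetrix mouse transcriptome array, a design that also covers noncoding transcripts and predicted genes. The deposited values are log2 signals normalized by the authors, by GCRMA according to S2 Table, and the submitters' processing notes name Affymetrix Expression Console. The exact settings are not given in the sources used here. The arrays' median signals over all rows lay between 5.33 and 5.42 at ZT8 and between 5.37 and 5.48 at ZT20, and the highest values between 13.6 and 13.7. The mean of 23 background control rows was 4.14 ± 0.045 (SD, n = 5 arrays) at ZT8 and 4.27 ± 0.037 at ZT20, a difference of -0.13 with no overlap between the groups (exact two-sided permutation test, p = 0.0079, the smallest p that 5 against 5 allow). Of 72688 rows, the 32750 that named at least 1 gene were tested with limma, on the values as deposited and with no filter on dim rows, and p-values were adjusted by the Benjamini-Hochberg method. In simulated data with 5 arrays per group, limma called 64% of the rows changed 1.3-fold and 92% of those changed 1.5-fold. The simulated rows were drawn independently of each other. By the paper's methods only the ZT20 mice were housed on an inverted light cycle, so on these arrays time of day cannot be told apart from that housing. Whether array and culture batches differed between the groups is not given in the sources used here, and the number of arrays limits the precision.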

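At ZT8, 184 rows of the array were higher and 57 were lower than at ZT20 at an adjusted p under 0.05 from limma, and 6071 lay at an unadjusted p under 0.05. Other splits of the arrays into 5 and 5 gave up to 5959 rows at an unadjusted p under 0.05. The counts of 184 and 57 became 556 and 64 with each array centred on its median, 37 and 15 after quantile normalization, and 1 and 0 when all transcript rows were tested. Predicted gene models (Gm symbols) made up 126 of the 184 higher rows, and ribosomal protein pseudogenes, copies of ribosomal protein mRNAs in the genome, made up 11. Gm10224, a predicted gene, rose by 0.71 on the log2 scale (SE 0.13, adjusted p = 0.043 from limma), and Rpl9-ps1, a pseudogene of the ribosomal protein gene Rpl9, by 0.64 (SE 0.080, adjusted p = 0.018). The microRNA gene Mir684-1, listed in 6 rows, rose by 0.66 in 5 rows with identical values and by 0.62 in the other. Among the lower rows, Traj14, a joining segment of the T-cell receptor alpha locus, fell by 1.09 (SE 0.15, adjusted p = 0.035), the let-7 gene Mirlet7a-2 fell by 0.49 and the olfactory receptor gene Olfr692 fell by 0.48. Of 201 ribosomal protein pseudogenes, 11 rose, none fell and 190 did not pass the test (122 higher and 1 lower when adjusted over the list alone). Their median difference was 0.16 (camera, adjusted p = 6.6e-48, and adjusted p = 0.53 with an estimated correlation). Of 43 ribosomal protein genes only Rpl22l1 rose, by 0.33 (6 higher when adjusted over the list alone), with a median over the list of 0.06 (camera, adjusted p = 1.1e-07, and adjusted p = 0.67 with an estimated correlation). Of 628 other pseudogenes 7 rose, with a median of -0.04 (21 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.94; fry without regard to direction, adjusted p = 0.0034). Most of these other pseudogenes were dim, with a median level of 3.93. Among rows above the median level they were higher at ZT8 (mean 0.11, camera at its preset correlation, adjusted p = 7.5e-07). By this test a rise at ZT8 was not limited to the ribosomal protein pseudogenes. An estimated correlation was not run on this subset, and bright rows as a whole lay higher at ZT8 (median 0.05 in the brightest 6550). Of 1077 olfactory receptor genes, the family of odour receptors, 6 fell and 892 had a negative difference (5 lower when adjusted over the list alone; camera, adjusted p = 1.9e-05, and adjusted p = 0.75 with an estimated correlation). Of 296 vomeronasal receptor genes only the row of Vmn1r71 was called, with a difference of -0.34 at group means of 2.97 and 3.32, both below the median of the background control rows (1 lower when adjusted over the list alone; camera, adjusted p = 1.4e-05, and adjusted p = 0.75 with an estimated correlation). Among 880 microRNA genes 3 rose and 10 fell (4 higher and 18 lower when adjusted over the list alone; camera, adjusted p = 0.0012, and adjusted p = 0.75 with an estimated correlation). The 5S rRNA genes n-R5s5 and n-R5s41 fell by 0.43 and 0.40, and 68 of 69 members of this list had a negative difference (3 lower when adjusted over the list alone; camera, adjusted p = 3.3e-08, and adjusted p = 0.67 with an estimated correlation). Of 335 T-cell receptor and immunoglobulin segments 2 fell, Traj14 and Traj2, the latter near the background at group means of 3.33 and 3.83 (2 lower when adjusted over the list alone; camera, adjusted p = 0.015, and adjusted p = 0.80 with an estimated correlation). Fry without regard to direction also passed the ribosomal protein pseudogenes and the ribosomal protein genes (adjusted p = 0.0044 for each). It passed the vomeronasal (0.010), 5S rRNA (0.021), microRNA (0.027) and olfactory lists (0.043) too, but not the receptor segments (0.19). In 1 direction fry passed only the ribosomal protein pseudogenes among these lists (adjusted p = 0.029). These lists were written after S2 Table had been read and are not independent evidence. Of the 46 gene lists tested, camera called 19 with its preset correlation and 0 with an estimated correlation. The direction went with signal level: the median difference was -0.07 in the dimmest 6550 rows and 0.05 in the brightest 6550. At the thresholds of S2 Table, p up to 0.05 and at least 1.3-fold, limma passed 170 rows higher and 63 lower at ZT8, and the methods' t-test passed 111 and 47. Over all 65956 transcript rows, with or without a gene name, the methods' t-test passed 254 higher and 170 lower. After Benjamini-Hochberg adjustment the methods' t-test left 2 rows, Gm12725 and Gm6919, which are named here because the count is small. Rows higher at ZT8 were 76.3% of those at an adjusted p under 0.05 and 73.0% of those at the S2 thresholds, against 89.7% and 89.6% with each array centred on its median. At the S2 thresholds the share was 48.7% with array weights, 51.9% without ZT8 replicate 1 and 56.2% without ZT20 replicate 2. Without 1 array at a time, the 241 rows of both directions became 51, 1, 1, 1 and 7 without ZT8 replicates 1 to 5, and 427, 3, 54, 1 and 5 without ZT20 replicates 1 to 5. At the S2 thresholds the higher rows became 86 without ZT20 replicate 2, and the lower rows 137 without ZT8 replicate 1 and 116 without ZT20 replicate 1. Of the genes named here, Gm10224, Mir684-1, Mirlet7a-2, Rpl22l1, Vmn1r71 and n-R5s41 passed only where ZT20 replicate 1 was the array left out (adjusted p up to 0.12 without another). Olfr692 passed without ZT8 replicate 1 or ZT20 replicate 1 (up to 0.11), and Traj14 and n-R5s5 without ZT8 replicate 1, ZT20 replicate 1 or ZT20 replicate 3 (up to 0.099 and 0.12). Rpl9-ps1 passed without ZT8 replicates 1 or 5 or ZT20 replicates 1 or 3 (up to 0.081), and Traj2 without these or ZT20 replicate 5 (up to 0.087). The call of the receptor segments was lost without ZT8 replicate 5, ZT20 replicate 1 and ZT20 replicate 2 (adjusted p of 0.23, 0.059 and 0.28). After quantile normalization camera still called the ribosomal protein pseudogenes (mean 0.11, adjusted p = 2.1e-21) and the 5S rRNA genes (adjusted p = 1.3e-06). It no longer called the ribosomal protein genes (adjusted p = 0.50), the olfactory and vomeronasal receptor genes (adjusted p = 0.67 and 0.69), the microRNA genes (adjusted p = 0.056) and the receptor segments (adjusted p = 0.74). The means of these 5 uncalled lists were then 0.01, -0.01, -0.0095, -0.04 and -0.02, against 0.07, -0.07, -0.07, -0.08 and -0.07 as deposited.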

A total of 199 mRNA transcripts had higher levels at ZT8 (between 1.3- to 2.71-fold more than ZT20) and 102 had decreased levels (>1.3 fold). Given the focus of our study and the pertinent current literature, genes involved in exocytosis, insulin production and circadian rhythms were summarized in Fig 4A. 

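Nr1d1, which encodes the clock repressor REV-ERBα, rose at ZT8: its signal was 9.00 ± 0.12 (SD, n = 5) at ZT8 and 7.83 ± 0.23 at ZT20 on the log2 scale, a difference of 1.17 (SE 0.099, adjusted p = 0.0012 from limma). Nr1d2, which encodes the related repressor REV-ERBβ, rose by 0.66 (SE 0.13, adjusted p = 0.045). The output transcription factors Dbp and Tef rose by 0.55 (SE 0.086, adjusted p = 0.041) and 0.42 (SE 0.086, adjusted p = 0.0499). Arntl, which encodes the activator BMAL1, fell by 0.70 at ZT8 (SE 0.11, adjusted p = 0.036), and Cry1, a repressor of the clock, fell by 0.60 (SE 0.086, adjusted p = 0.035). In Nr1d1, Dbp, Arntl and Cry1 the 5 arrays of ZT8 and the 5 of ZT20 did not overlap. Of 13 measured clock genes driven through E-boxes or D-boxes, 4 rose, none fell and 9 did not pass the test (6 higher when adjusted over the list alone). The additional pair was Bhlhe41, a repressor, with a difference of 0.29 (adjusted p = 0.056 over all rows), and Per3 with 0.43 (adjusted p = 0.097). Differences of the other period and cryptochrome genes were small, 0.13 for Per1 (adjusted p = 0.30), 0.0090 for Cry2 (adjusted p = 0.95) and 0.0054 for Per2 (adjusted p = 0.97). For this list camera gave an adjusted p of 7.3e-08, and adjusted p = 0.53 with an estimated correlation. Of 5 measured genes driven through REV-ERB elements, 2 fell, Arntl and Cry1, and 4 were lower when adjusted over the list alone, with Nfil3 at -0.27 (adjusted p = 0.11 over all rows) and Npas2 at -0.31 (adjusted p = 0.24). Clock, the partner of BMAL1, had a difference of 0.05 (adjusted p = 0.61), and camera gave this list an adjusted p of 0.0024, and adjusted p = 0.67 with an estimated correlation. Tested alone with fry, without comparison with other genes, each list moved one way (adjusted p = 0.029 and 0.042). The lists were written with S2 Table at hand and are not independent evidence, and Ciart was not analysed here. Nr1d1 passed without any 1 of the arrays (adjusted p from 0.00031 to 0.0097) but not by the methods' t-test (adjusted p = 0.12). The other 5 called genes did not pass by the methods' t-test either (adjusted p from 0.16 to 0.17). When all transcript rows were tested with limma, Nr1d1 passed (adjusted p = 0.0047) and these 5 did not (adjusted p from 0.061 to 0.080). After quantile normalization Nr1d2 and Tef did not pass (adjusted p = 0.061 and 0.058), and among rows naming 1 gene Tef did not (adjusted p = 0.0501). With the replicate number as a block in limma, Nr1d2, Cry1 and Tef did not pass (adjusted p = 0.063, 0.053 and 0.062). Arntl, Cry1 and Dbp passed only without ZT8 replicate 1, ZT20 replicate 1 or ZT20 replicate 3 (adjusted p up to 0.11, 0.099 and 0.12 otherwise), Nr1d2 only without ZT8 replicate 1 or ZT20 replicate 3 (up to 0.12) and Tef only without ZT8 replicate 1 (up to 0.13).

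**Figure D1:**
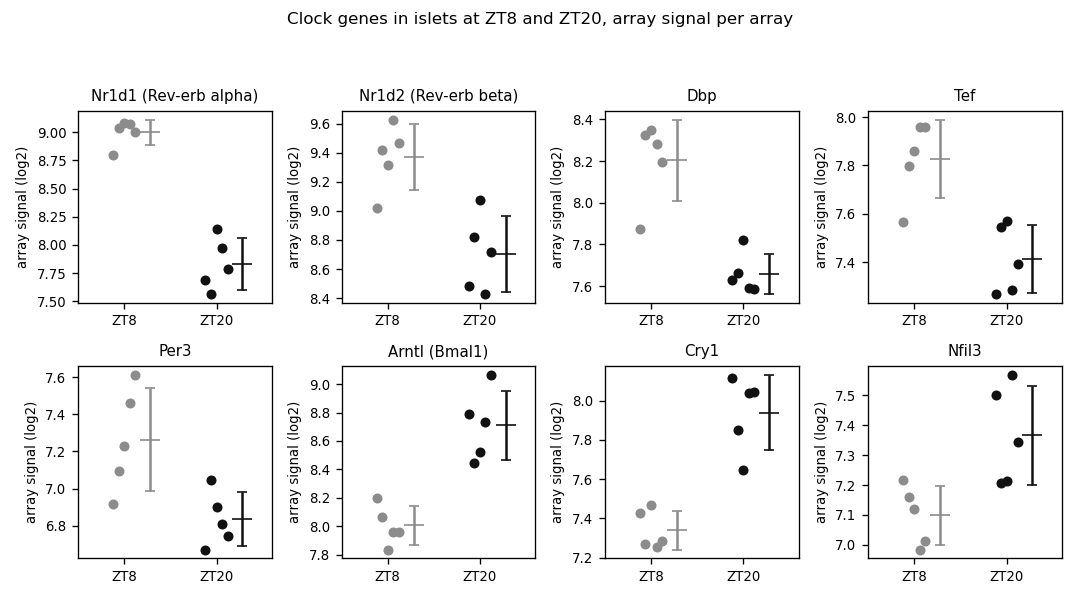
Array signal on the log2 scale (y axis) of 8 clock genes in ZT8 (grey) and ZT20 (black) islets. Each point is 1 array, 5 per group, and the bar beside the points is the mean with its SD; the y axes do not start at 0. The ZT8 arrays lie above all ZT20 arrays for Nr1d1 and Dbp and below them for Arntl and Cry1, while the groups overlap for Nr1d2 and Per3.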

Circadian genes *Rev-erbα*,*β* and *Bmal1* were differentially expressed as in Fig 1B. Several other genes were also detected. Specifically, *C2cd4b*, a gene involved in insulin maturation, was identified. 

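C2cd4b had a signal of 8.51 ± 0.50 (SD, n = 5) at ZT8 and 9.38 ± 0.39 at ZT20 on the log2 scale. The difference was -0.86 (SE 0.23, 95% confidence interval -1.36 to -0.36) and did not pass over all rows (adjusted p = 0.088 from limma; exact two-sided permutation test of this gene alone, p = 0.024). Its neighbour in the gene family, C2cd4a, was dim, at 4.97 and 5.14, with a difference of -0.17 (adjusted p = 0.23). Of 24 measured genes of insulin biosynthesis and granule maturation none passed by limma, over all rows or when adjusted over the list alone, while 5 lay at an unadjusted p under 0.05 and 6 did so by the methods' t-test. Beside the C2cd4 genes these 5 were Scg3, a granin of the secretory granule, with a difference of 0.18 (adjusted p = 0.14), Rab2a, a small GTPase of the secretory pathway, with 0.15 (adjusted p = 0.17), and Ica1, an islet autoantigen, with 0.10 (adjusted p = 0.26). The list's median difference was 0.05 and its mean -0.0062, and camera gave an adjusted p of 0.14. Tested with fry without regard to direction, the list passed (adjusted p = 0.021). Leaving out ZT8 replicate 1 turned the mean to 0.02 and brought the camera value to 0.023, while on all arrays an estimated correlation gave adjusted p = 0.76. The list holds C2cd4b, which was taken from S2 Table, and is not independent evidence for it. Ins1 and Pcsk2, the gene of a proinsulin convertase, were not analysed here.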

In agreement with our capacitance data, no exocytotic genes were differentially expressed. In addition, *Ins1*, *Ins2* and *glucagon* and the subunits of the voltage-gated Calcium channels were not differentially expressed, what was subsequently confirmed by qRT-PCR (Fig 4B).

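None of 49 measured genes of exocytosis, the fusion of secretory granules with the cell membrane, passed the test by limma, either over all rows or when adjusted over the list alone. At an unadjusted p under 0.05 lay 5 genes, by limma and likewise by the methods' t-test. By limma these were Pclo, which encodes the scaffold protein piccolo, with a log2 difference of 0.31 (SE 0.13, adjusted p = 0.22), Exoc5 of the exocyst with 0.16 (adjusted p = 0.17), the SNARE gene Stx3 with 0.13 (adjusted p = 0.20), the scaffold gene Rims2 with 0.13 (adjusted p = 0.27) and the GTPase gene Cdc42 with 0.12 (adjusted p = 0.19). Syt13, the synaptotagmin with the highest signal, was at 10.9 in both groups, and Syt5 had a difference of -0.06 (SE 0.085, adjusted p = 0.73). Differences over the list ran from -0.10 to 0.31, with 27 of 49 above 0 and a median of 0.01. Camera placed the list higher at ZT8 than other genes (adjusted p = 0.012, and adjusted p = 0.75 with an estimated correlation), and fry gave an adjusted p of 0.49. After quantile normalization the list's mean difference turned from 0.03 to -0.0092, and without ZT8 replicate 5, ZT20 replicate 1 or ZT20 replicate 2 the camera call was lost (adjusted p of 0.065, 0.059 and 0.066). The cAMP sensor gene Rapgef4 was not analysed here. The paper sets the absence of exocytotic genes from its list beside its capacitance recordings, which were alike at ZT8 and ZT20. It also measured a higher islet insulin content at ZT20, with granule size, granule density and calcium signals unchanged. From these it concludes that a higher insulin content of the granules alone accounts for the increase of secretion at ZT20.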

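Ins2 had a log2 signal of 13.18 ± 0.050 (SD, n = 5) at ZT8 and 13.19 ± 0.041 at ZT20, a difference of -0.02 (95% confidence interval -0.11 to 0.08, adjusted p = 0.87 from limma). This lies close to the upper end of the arrays' range, 13.6 to 13.7 at its highest. Gcg, which encodes glucagon, had a difference of 0.03 (95% confidence interval -0.13 to 0.18, adjusted p = 0.87). The L-type calcium channel genes Cacna1c (Cav1.2) and Cacna1d (Cav1.3) had differences of 0.03 (95% confidence interval -0.09 to 0.15, adjusted p = 0.80) and 0.06 (95% confidence interval -0.05 to 0.18, adjusted p = 0.54). Of 24 measured calcium channel subunits none passed by limma, while 2 lay at an unadjusted p under 0.05 and 2 did so by the methods' t-test. The 2 were lower at ZT8 when adjusted over the list alone, Cacng6 with -0.22 (adjusted p = 0.073 over all rows) and Cacna1g, a T-type channel, with -0.18 (adjusted p = 0.079). Of these subunits 19 had a negative difference, with a camera value of adjusted p = 0.063, and it became 0.049, 0.043 and 0.027 without ZT8 replicate 3, ZT8 replicate 4 and ZT20 replicate 3. On all arrays camera with an estimated correlation gave adjusted p = 0.75. Fry called the subunits without regard to direction (adjusted p = 0.019) and not in 1 direction (adjusted p = 0.11). Of 13 other ion channel genes none passed by limma or lay at an unadjusted p under 0.05 by limma or by the methods' t-test (camera, adjusted p = 0.78), with Abcc8 of the KATP channel at -0.02 and Kcnk16, a potassium channel, at the same value. None passed of 14 beta-cell identity genes by limma (0 at an unadjusted p under 0.05 by either test; camera, adjusted p = 0.22), among them Glp1r, the GLP-1 receptor gene, at 0.04 and G6pc2, a glucose-6-phosphatase gene, at 0.08. None of 6 alpha-cell genes passed (1 at an unadjusted p under 0.05 by limma and by the methods' t-test; camera, adjusted p = 0.94), and none of 6 delta- and PP-cell genes did (1 by each test; camera, adjusted p = 0.63), with the somatostatin gene Sst at -0.10. Over the lists of this paragraph, adjustment over the list alone added only the calcium channel pair. Without ZT8 replicate 1 the beta-cell list was higher at ZT8 by camera at its preset correlation (adjusted p = 0.00067), while on all arrays an estimated correlation gave adjusted p = 0.80. On that array its mean was the lowest of the 10 arrays (9.31, the others 9.49 to 9.83), while that of acinar cell markers was the highest (11.9). Ins2 turned to a difference of 0.03 with arrays centred on their medians, and Gcg and Cacna1c turned to -0.09 and -0.02 after quantile normalization, none of them past the test, and Glp1r and G6pc2 likewise turned to -0.04 and -0.02 after quantile normalization. Ins1 was not analysed here, nor were the qRT-PCR values.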

**Fig 4:**
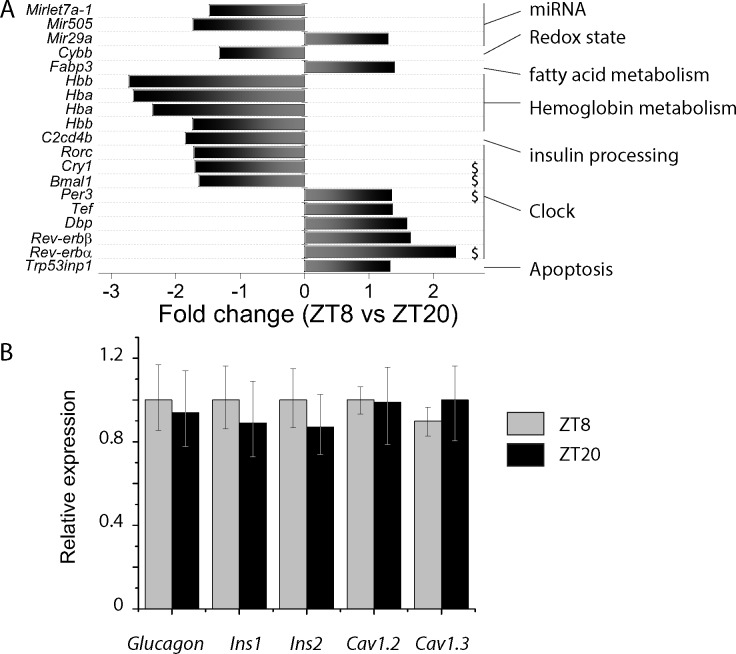
Expression of genes of interest at ZT8 and ZT20. *A*: Microarray data (GSE109882) unraveled a total of 301 transcripts significantly up or downregulated (see S1 Table for full details). 18 genes of interest (note that hemoglobin alpha and beta–Hba and Hbb- bore two probes on the microarray chip). Genes have been grouped by function. $ denotes genes identified in ref [14]. N = 5 experimental replicates for each group. B: relative expression of *glucagon*, *Ins1*, *Ins2*, *Cav1*.*2* and *Cav1*.*3* at ZT8 and ZT20 measured by qRT-PCR. Data are from 3 animals with 2 technical replicates per animal and per ZT.

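The microRNA gene Mirlet7a-1 of the let-7 family had a log2 signal of 6.10 ± 0.15 (SD, n = 5) at ZT8 and 6.57 ± 0.22 at ZT20, a difference of -0.47 (SE 0.10, adjusted p = 0.056 from limma; exact two-sided permutation test of this gene alone, p = 0.016). Mir505 had a difference of -0.70 (SE 0.24, adjusted p = 0.16; exact permutation p = 0.048) and Mir29a one of 0.37 (SE 0.11, adjusted p = 0.12; exact permutation p = 0.032), with both group means of Mir29a, 3.16 and 2.79, below the median of the background control rows. None of these 3 passed over all rows by limma, while all 3 lay at an unadjusted p under 0.05 by limma and by the methods' t-test and passed when adjusted over the list alone, which is not independent evidence because the paper chose them on these samples. The list's camera value was an adjusted p of 0.45. Fabp3, a fatty acid binding protein gene, had a difference of 0.41 (SE 0.11, adjusted p = 0.082), and a second, dimmer row of the gene one of 0.03. It passed without ZT8 replicate 1 (adjusted p = 0.049). Trp53inp1, a target of p53, had a difference of 0.34 (SE 0.11, adjusted p = 0.15). Cybb, which encodes the NADPH oxidase subunit NOX2, had a difference of -0.32 (SE 0.10, adjusted p = 0.15) and passed without ZT20 replicate 1 (adjusted p = 0.040). Mirlet7a-1 likewise passed without ZT20 replicate 1 (adjusted p = 0.015). By limma 0 of 25 genes of fatty acid metabolism passed (4 at an unadjusted p under 0.05, 2 by the methods' t-test; camera, adjusted p = 0.13), 0 of 29 redox genes (3 and 2; camera, adjusted p = 0.94) and 0 of 24 genes of apoptosis and p53 (2 and 3; camera, adjusted p = 0.78). Adjustment over each list alone added none. Examples are Cpt1a, the carnitine transferase of fatty acid oxidation, at 0.0047, the superoxide dismutase gene Sod1 at 0.02 and the cell cycle inhibitor gene Cdkn1a at 0.05. Without ZT20 replicate 4 the fatty acid list was higher at ZT8 by camera at its preset correlation (adjusted p = 0.024), while on all arrays an estimated correlation gave adjusted p = 0.75.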

### Exploration of exocytosis at ZT12

To verify if insulin exocytosis was upregulated at the beginning of the feeding period, capacitance measurements were repeated at ZT8 and ZT12. We found similar increases in depolarization-evoked capacitance measurements for ZT8 and ZT12 islets (Fig 5).

**Fig 5:**
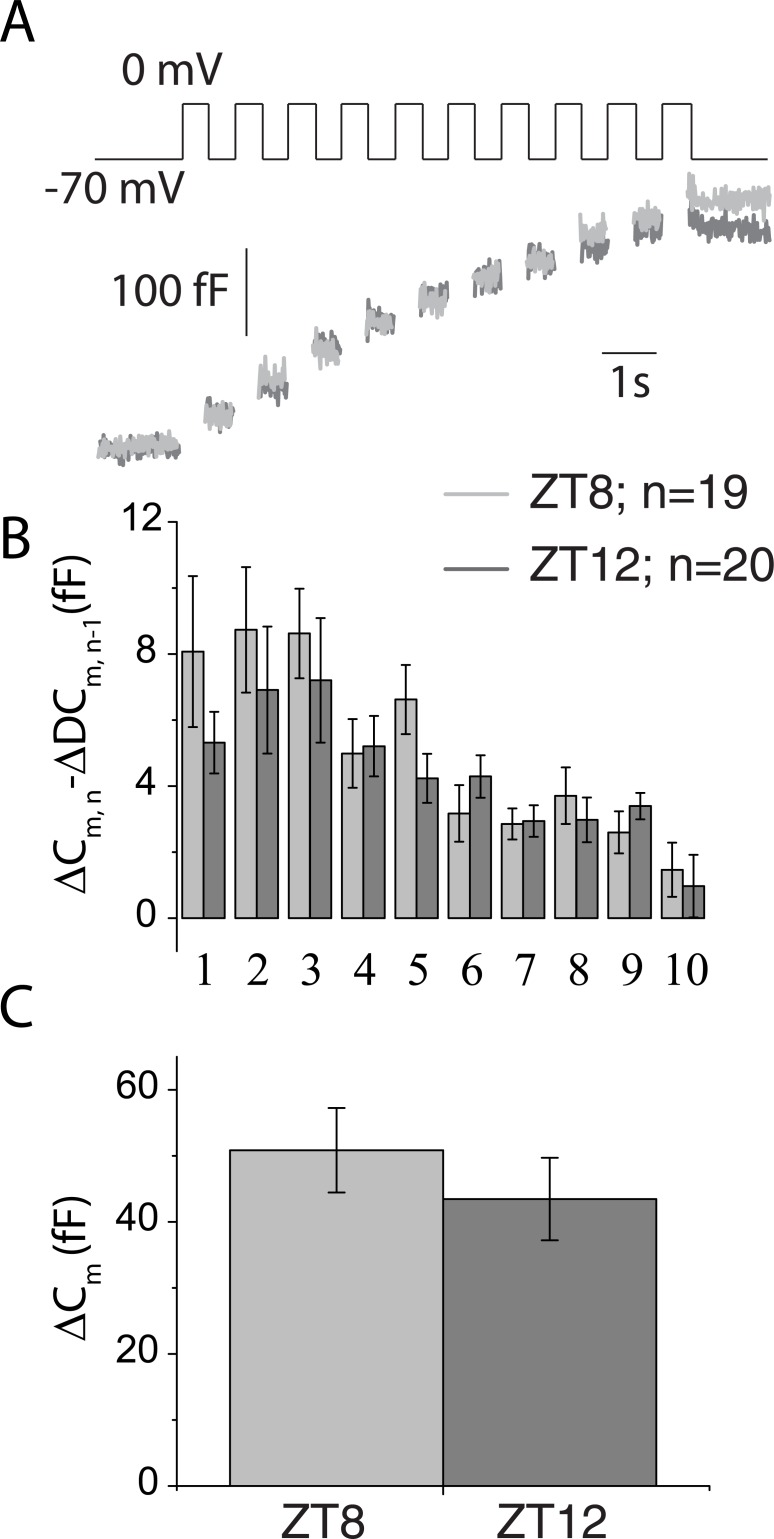
No change in exocytosis (measured via whole cell capacitance) between ZT8 and ZT12. *A*: representative traces of 10x500ms depolarization evoked capacitance increases. *B*: Step increases in membrane capacitance (Δ*C*_*m*_) for each depolarization pulse. C: Total increase in capacitance over the whole train. Whole cell patch clamps performed on single ZT8, n = 19 or ZT12, n = 20 β-cells across 2 mice per ZT. Bars are mean ± S.E.M. light grey = ZT8; Dark grey = ZT12 on all subpanels.

## Discussion

Several reports showed that the expression of genes involved in mitochondrial metabolism, exocytosis, granule processing and β-cell proliferation is circadian in both mouse [2, 4, 14, 15] and human [16] islets. Whilst changes in β-cell mass are outside the scope of the present study, our data argue that at certain points of the 24h cycle, β-cells adjust their daily secretory output solely via the modulation of intragranular insulin content. It is the first time that insulin exocytosis is measured directly by precise electrophysiological techniques at different time points of the 24h cycle. It is thus significant that despite a 21% increase in insulin secretion between ZT8 and ZT20, no changes in the number of fusion events were detected. Likewise, calcium fluorimetry and precise analysis of voltage-gated calcium channels via electrophysiology and qRT-PCR showed that glucose metabolism and ATP induced closure of Ca^2+^ channels could not account for these differences. Instead, as evidenced by ultrastructural data and islet insulin content, the modulation of insulin production and packaging underlined these effects. Insulin content was measured using an elisa kit that does not cross react with C-peptide or pro-insulin. Immunoreactive insulin is matured in granules so what we are measuring is whole granule insulin content. This is why the lack of differences in granule number measured by EM is so important. The size of the granules measured by EM is also important in relation to capacitance measurements which are actually measuring the size of vesicle fusing with the plasma membrane. The lack of differences in capacitance measurements at ZT8 and ZT20 in full view of the ultrastructural data (same size) unambiguously argues that the same number of vesicles are fusing at ZT8 and ZT20. If the granule density and size are the same at ZT20 and ZT8, whilst insulin is augmented at ZT20, it can only mean that insulin granular content is increased at this time point.

It is important to remember these findings were established in islets cultured for 24h. At this stage, it can be anticipated that the metabolic status of islets is identical between the two groups, which ensures that the resulting phenotype is only due to the 24h cycle rather than metabolic cues. The beta cell is thus capable, over time, of changing the amount of insulin liberated by each granule, making the number of exocytotic events perhaps less relevant in controlling insulin release at this time point. This is further supported by the fact that both basal and glucose induced insulin secretion were increased between ZT8 and ZT20. Compelling evidence that modulation of insulin content is physiologically relevant is the fact that glucagon content followed the inversed pattern.

The insulin gene has equally been reported to be circadian in expression [5] or remain stable [2]. Using a siRNA against the clock gene Rev-erb α, insulin expression was marginally upregulated whilst insulin content was concomitantly reduced [15]. Interestingly, in human islets from normal and diabetic donors, PER2, PER3 and CRY2 expression levels correlated positively with insulin content [17]. On the other hand, a β-cell specific Bmal1 KO bore no effect on insulin content [18]. These discrepancies may come from 1) lack of power in detecting the effect since measuring islet insulin content reliably can be challenging making it prone to “false negatives”; and 2) the fact that it has different kinetics than gene expression. The latter is illustrated by previous studies [5] showing that *Ins1* and *Ins2* transcriptional activities peak briefly at ZT12, whilst increase in blood insulin levels are only detected 4h later. Accordingly, *Ins1* and *Ins2* mRNA transcripts have low expression at the two time points used in our study (ZT8 and ZT20); and proinsulin levels were only marginally reduced at ZT20, suggesting that insulin processing had most likely peaked just beforehand. *C2cd4b*, a gene implicated in diabetes and proinsulin to insulin conversion via a genome-wide association study [19], was differentially expressed but the cellular function and relevance of *C2cd4b* to diabetes has yet to be validated [20].

The aim of our paper was to investigate the physiological mechanisms underlying the modulation of insulin secretion between day and night. Our transcriptomic data is only a snapshot of two time points and should be regarded as a minor addition to the wealth of data in transcriptomic studies done over the full cycle. Nevertheless, in addition to *C2cd4b*, we identified two additional genes regulated over time, such as the hemoglobin (*Hb*) genes. 

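Both rows of the beta hemoglobin genes were lower at ZT8, without passing the test over all rows: the brighter was at 7.19 ± 0.32 (SD, n = 5) at ZT8 and 8.54 ± 1.17 at ZT20 on the log2 scale, a difference of -1.35 (SE 0.44, adjusted p = 0.14 from limma), and the other differed by -0.77 (SE 0.26, adjusted p = 0.16). The rows of the alpha hemoglobin genes differed by -1.20 (SE 0.39, adjusted p = 0.14) and -1.37 (SE 0.44, adjusted p = 0.15). Each of these rows named several genes of 1 family, and exact two-sided permutation tests gave p = 0.048 for 3 of them and 0.056 for the dimmer beta row. The spread was uneven: the mean of the 4 rows lay between 7.07 and 7.81 on the ZT8 arrays, and at 8.99, 9.94 and 8.87 on ZT20 replicates 3, 4 and 5 but at 7.60 and 7.55 on ZT20 replicates 1 and 2. Alas2, which encodes the heme synthesis enzyme of red blood cells, was at 5.41 ± 0.061 at ZT8 and 5.56 ± 0.072 at ZT20, a difference of -0.15 (adjusted p = 0.17). Of 28 measured red blood cell genes other than globins, 23 had a negative difference and none passed by limma (3 at an unadjusted p under 0.05 by limma and 3 by the methods' t-test; none when adjusted over the list alone; camera, adjusted p = 0.063, 0.75 with an estimated correlation, and 0.043 without ZT8 replicate 4). Their median difference was -0.08, while the background control rows also lay lower at ZT8. The embryonic globin genes Hbb-y, Hba-x and Hbb-bh1 differed by -0.20, -0.17 and -0.15 at levels between 4.25 and 5.54; by limma none passed over all rows, 3 were at an unadjusted p under 0.05 (2 by the methods' t-test) and 3 were lower when adjusted over the list alone. For these 3 genes camera gave an adjusted p of 0.023, and adjusted p = 0.67 with an estimated correlation, and the call was lost without ZT20 replicate 5 (adjusted p = 0.062) and after quantile normalization. The list was written with the hemoglobin rows of S2 Table known, and is not independent evidence. None of 11 genes of heme metabolism passed by limma (1 at an unadjusted p under 0.05 by limma and 1 by the methods' t-test; none when adjusted over the list alone; camera, adjusted p = 0.22), with Fech, the ferrochelatase gene, at 0.09 and Hmox1, heme oxygenase 1, at the same value.

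**Figure D2:**
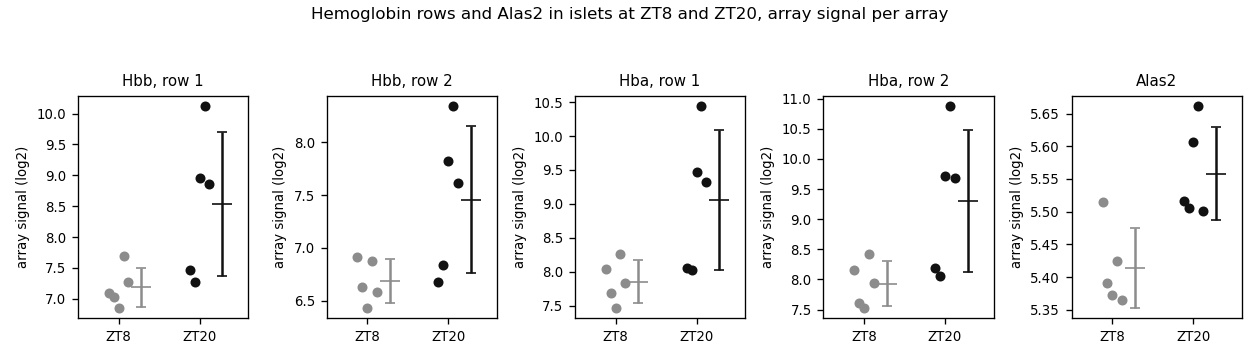
Array signal on the log2 scale (y axis) of the 4 hemoglobin rows and of Alas2 in ZT8 (grey) and ZT20 (black) islets. Each point is 1 array, 5 per group, and the bar beside the points is the mean with its SD; the y axes do not start at 0. In the hemoglobin rows 3 ZT20 arrays lie above the others, and the remaining ZT20 arrays lie within the range of the ZT8 arrays.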

*Hb* expression has been reported in nonerythroid cells, but it is the first time that it is reported in islet cells. Coincidentally, ZT8 and ZT20 correspond to the maximal and minimal relative expression of Rev-erb α, respectively. REV-ERBs function as physiological sensors of intracellular heme and the intracellular heme undergoes circadian regulation [21] allowing REV-ERB proteins to modulate repression of their target genes and to shape the amplitude of the circadian rhythm.

Interestingly, the ~4h delay between insulin genes expression and availability [5] suggests that mice would require another mechanism for the secretion of appropriate amounts of insulin at ZT12 (i.e. the beginning of the feeding period). Could this be exocytosis? Whole genome transcriptomics over the circadian cycle have indeed detected exocytotic or granule trafficking genes as being differentially expressed [2, 14, 15, 22]; however, it has long been established that insulin sensitivity is drastically increased at ZT12 in rats and that insulin secretion rates *in vivo* only augment throughout the day in humans [23]. Our additional measurements show that exocytosis is not upregulated at ZT12. If anything, a trend for reduction in exocytosis was apparent in the first steps of depolarization at ZT12. It should be noted that capacitance measurements are done in a cell configuration that clamps cAMP and ATP levels. Effects on exocytosis mediated by these biological active molecules are thus not measured, and the recent publication of *Ucp2* as a circadian gene together with measures of ATP production showing a circadian pattern may be pertinent at ZT12 [4]. *Ucp2* involvement was mainly studied at ZT4 and ZT14. At the main time points of our experimental paradigm, ATP is however unlikely to play a role: After verifying that Voltage gated Ca^2+^ channels electrophysiological properties were unaffected at ZT8 and ZT20, we measured glucose induced [Ca^2+^]i transients which are indirectly linked to ATP production. The lack of differences in the amplitude or period of fast Ca^2+^ oscillations argues that mitochondrial function is identical at ZT8 and ZT20. We have previously published that mitochondrial reactive oxygen species are obligatory signals for glucose induced insulin secretion. These signals do not require ATP for modulating insulin secretion and impact on [Ca^2+^]_i_ [24]. In this context, modulation of *Ucp2* gene expression could have unsuspected effects on ROS production independent of ATP and impact on insulin secretion. But it is important to remember that basal insulin secretion (not just GSIS) was also increased at ZT20 and this is more likely due to changes in granule insulin content especially since [Ca^2+^]_i_ levels, granule density and exocytosis were unaffected. Furthermore, the 21% late night increases in insulin secretion (ZT20) would be fully accounted for by the 37% increase in insulin content and would not require another mechanism.

Our results also call for a better understanding of how insulin content regains basal values during the resting phase. The ZT groups used in our study are independent and as such, reflect either the increase in insulin content between ZT8 and ZT20 or the decrease between ZT20 and ZT8. It has been demonstrated that the half-life of the insulin protein exceeds 20h [25] however, newly synthetized insulin is preferentially secreted whilst old granules show reduced microtubule-dependent mobility [26] and are eventually stored and degraded. The drop in insulin content between ZT20 and ZT8 (12h) reaches 37% in our experimental paradigm and although the time frame is short, we hypothesize that the preferential liberation of newly synthetized ‘insulin rich” granules between ZT20 and ZT8 fully accounts for a return to basal values. Furthermore, a novel mechanism which specifically degrades nascent insulin granules during extreme fasting has been unraveled [27]. It has not been investigated whether this pathway changes over the 24h cycle; we did not see evidence of this via electron microscopy, however.

## Conclusions

Our report shows that upregulation of insulin secretion to face metabolic demands during the feeding period at ZT20 is solely accounted for by increased insulin granule content. In the context of other studies which have reported modulation of exocytosis, metabolism and granule trafficking at other time points, our results show that the regulation of the beta cell over the 24h cycle is remarkably complex and that specific pathways all involved in modulating the beta cell output are finely regulated according to the time of the day. This has implications in islet research as it may explain discrepancies between studies where experimental procedures are carried out at different time points.

## Supporting information

S1 Fig Increasing culture length negatively impacts on amplitude of voltage gated channel activities. (A) Islets were collected from normal cycle mice at 09:00 on Day 0 (ZT2) and dissociated cells put in culture. Voltage gated channel activities were measured at 15:00 of Day 1 (culture length 30h ZT8) and 03:00 on Day 2. (B) On an inverted set of mice, the procedure was repeated. *: p>0.05 using ANOVA repeated measures.
(DOCX)

S1 Table Probes used in qRTPCR.

S1 Table Effects of circadian rhythm on gene expression.

## Abbreviations

LDCV: Large Dense Core Vesicles
GSIS: Glucose Stimulated Insulin Secretion

# Supplementary material for: Modulation of large dense core vesicle insulin content mediates rhythmic hormone release from pancreatic beta cells over the 24h cycle
**Source:** PLoS One. 2018 Mar 15;13(3):e0193882. doi: 10.1371/journal.pone.0193882
**Supplement:** S1 Fig — (A) Islets were collected from normal cycle mice at 09:00 on Day 0 (ZT2) and dissociated cells put in culture. Voltage gated channel activities were measured at 15:00 of Day 1 (culture length 30h ZT8) and 03:00 on Day 2. (B) On an inverted set of mice, the procedure was repeated. *: p>0.05 using ANOVA repeated measures.

**S1 Fig. Increasing culture length negatively impacts on amplitude of Voltage gated channel activities.** (A) Islets were collected from normal cycle mice at 09:00 on Day 0 (ZT2) and dissociated cells put in culture. Voltage gated channel activities were measured at 15:00 of Day 1 (culture length 30h ZT8) and 03:00 on Day 2. (B) On an inverted set of mice, the procedure was repeated. *: p>0.05 using ANOVA repeated measures.

**
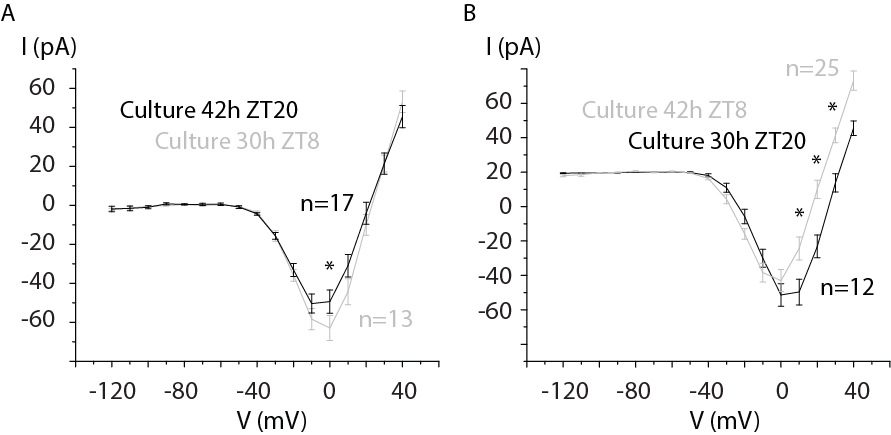
**

# Supplementary material for: Modulation of large dense core vesicle insulin content mediates rhythmic hormone release from pancreatic beta cells over the 24h cycle
**Source:** PLoS One. 2018 Mar 15;13(3):e0193882. doi: 10.1371/journal.pone.0193882
**Supplement:** S1 Table

**S1 Table.** Probes used in qRTPCR

|  | gene symbol | Taqman assay |  |
| --- | --- | --- | --- |
| *Rev-erb α* | Nr1d1 | Mm00520708_m1 |  |
| *Rev-erb β* | Nr1d2 | Mm00441730_m1 |  |
| *Bmal1* | Arntl | Mm00500226_m1 |  |
| *36B4* | Rplp0 | Mm00725448_s1 |  |
| *Ins1* | Ins1 | Mm01950294_s1 |  |
| *Ins2* | Ins2 | Mm00731595_gH |  |
| *Gcg* | Gcg | Mm01269055_m1 |  |

# Supplementary material for: Modulation of large dense core vesicle insulin content mediates rhythmic hormone release from pancreatic beta cells over the 24h cycle
**Source:** PLoS One. 2018 Mar 15;13(3):e0193882. doi: 10.1371/journal.pone.0193882
**Supplement:** S1 Table

**S2 Table.** Effects of circadian rhythm on gene expression.

GCRMA (Guanine Cytosine Robust Multi-Array Analysis) normalized differentially expressed genes with *P*≤0.05 (Welch t-test) and a ≥1.3-fold differential expression between ZT8 and ZT20 islets. Lists the genes with increased or reduced expression in ZT20. 

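S2 Table sets the genes' folds between ZT8 and ZT20 beside a p-value, in a column headed ANOVA although the table's title names a t-test. The table as read here holds 303 rows, 199 with an increase and 104 with a decrease, and the p printed in 8 of them is above 0.05. Its folds run from 1.3 to 2.71 for increases and down to -2.73 for decreases. Of its symbols 168 were listed once and had a row of their own among the deposited values; 167 of these had the same direction as ZT8 over ZT20 here and 1 the opposite direction. Limma placed 111 of the 168 at p up to 0.05 and at least 1.3-fold, and 71 at an adjusted p under 0.05. Across these genes, which are not independent replicates, the log2 folds of the table and those computed here had a Pearson r of 0.979 and a Spearman rho of 0.846. The paper's fold for Nr1d1 is 2.35 and the one computed here is 2.25; for C2cd4b the paper's is -1.85 and here it is -1.82. For Dbp the paper's fold is 1.59 and here it is 1.46, and for Cry1 the paper's is -1.7 and here it is -1.51. The study chose the list on these samples, so this is a comparison of the table with the files and not independent evidence.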

The microarray was carried out using RNA prepared from islets of 10-weeks old mice (5 animals per genotype).

How the deposited data were processed for this re-analysis (not part of the article)

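Gene expression was measured on 10 one-colour Affymetrix arrays, 1 per islet sample, with RNA labelled by the WT Pico kit, in 5 samples taken at ZT8 and 5 taken at ZT20. The log2 values were made by the authors before deposition: they are array signals per transcript cluster on a log2 scale, normalized by GCRMA according to the heading of S2 Table, and the submitters' processing notes name Affymetrix Expression Console without a version. The exact setting and the genome build are not given in the sources used here. All values lay between 1.66 and 13.7, none was missing, and no value column was without a sample. Pearson correlations between arrays ran from 0.99287 to 0.99824, and no pair shared more than 5 identical values.

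The table holds 72688 rows, of which 6732 are controls and 65956 are transcript rows. The array's annotation table names at least 1 gene for 32750 transcript rows, exactly 1 for 30885 and several for 1865, and no gene for 33206. A microRNA gene and its alias were counted as 1 gene in 281 rows. Symbols were updated by Entrez number from a RefSeq gene table, with a newer symbol in 827 of 23099 rows found there. A gene is reported from the row that names it alone and has the highest mean, and the hemoglobin genes from the rows that name several copies. A gene with no such row was not analysed here. Genes are named in the text if the paper names them, if they are among the 10 largest differences in a direction at an adjusted p under 0.05 with groups that do not overlap, if they lay apart on 1 array, or from a gene list. A list names up to 4 genes that pass when adjusted over the list alone, and otherwise the 2 with the highest mean. Beyond this rule, set before the arrays were read, stand the remaining period, cryptochrome and clock list genes, every exocytosis and insulin processing gene at an unadjusted p under 0.05, Alas2, and the 2 rows called by the methods' t-test.

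Values were used as deposited. The difference between ZT8 and ZT20 was estimated for each row with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 32750 rows. A row was called at an adjusted p under 0.05, and rows were also counted at the thresholds of S2 Table, p up to 0.05 and at least 1.3-fold. The paper's methods name a two-tailed t-test and the heading of S2 Table its form for unequal variances, and this form is called the methods' t-test here. Single genes and array means were also compared by exact permutation of the 10 arrays. Gene lists were tested with camera at its preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry, adjusted over the 46 lists with at least 3 measured genes. Camera values without 1 array or under another scaling are at the preset correlation. Camera compares a list with other genes, while fry asks whether the genes of a list move one way or, without regard to direction, at all. Lists for clock genes, exocytosis, channels, hormones, cell types, stress and metabolism were written from general knowledge after S2 Table had been read, and those for gene classes were drawn up by symbol. The clock lists and those that hold genes of S2 Table are not independent evidence for these genes. A list of mitochondrially encoded genes was not analysed here, and a few further genes are not reported here. The tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

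The alternatives set before the data were examined were arrays centred on their medians, quantile normalization, only rows above the median level, all transcript rows, rows naming 1 gene, the replicate number as a block, a trended and robust variance prior, array weights, the methods' t-test, a Student test, each array left out in turn, other thresholds, the mean of all rows of a gene and an estimated inter-gene correlation. The correlation of hemoglobin with red blood cell genes under centring and quantile normalization was added later. A fit with the arrays' background signal as a covariate was also run as an added alternative. It was moved to the tests of an explanation after its result had been seen.

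The procedure was tested on simulated data, with each row drawn independently of the others. False calls among correlated genes were therefore not tested. With 5 arrays per group and 50 changed rows at each fold among 32750, limma called 64%, 92%, 100% and 98% of the rows changed 1.3-, 1.5-, 2- and 3-fold, with 8 false calls. In 20 simulated draws camera called 200 of 200 shifted lists and 5 of 200 unchanged ones. Every row of a shifted list was moved by the same amount, larger than the mean difference of most lists called here. Detection of smaller shifts was not tested. A first version of this test, judged on a single draw that allowed 1 unchanged list, failed with 2 unchanged lists called, and it was replaced by the 20 draws. The number of arrays and the spread between them set the precision.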

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

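Chosen after the result was seen were the tests of background for the hemoglobin rows, of genomic DNA and scaling for the pseudogenes, of background as a covariate, and the comparisons with other dim, bright or higher rows.

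The 4 hemoglobin rows had higher means at ZT20, 8.59 ± 1.02 (SD, n = 5) against 7.42 ± 0.29 at ZT8, but none passed the test and 2 ZT20 arrays lay within the ZT8 range. The tables argue against a higher array background at ZT20, because the difference was -1.19 after quantile normalization. RNA from red blood cells left in the islets may contribute: over the 10 arrays the 14 red blood cell genes above the median level rose with hemoglobin (Spearman rho 0.733, permutation p = 0.020), as did Alas2 (rho 0.782, permutation p = 0.011), though their own differences were only -0.04 and -0.15. Over all 28 genes rho was 0.564 (permutation p = 0.095), and the Pearson r was -0.288 after removal of the group means, against 0.657 for the brighter genes. Expression of hemoglobin in islet cells at ZT20 was not tested and stays open.

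Ribosomal protein pseudogenes were higher at ZT8 (median difference 0.16), a class the paper does not discuss. Signal of the parent mRNAs may contribute: the means of the ribosomal protein genes and pseudogenes followed each other after removal of the group means (r = 0.817, and 0.372 for other rows of the brightest 6550). This correlation within groups does not account for the difference between them. The parents' median difference was smaller, 0.06 against 0.16 as deposited and 0.0027 against 0.086 after quantile normalization. Genomic DNA in the ZT8 RNA could not be judged from the olfactory receptor rows meant to test it (median -0.071). They lie at the level of the background (median level 3.46), which was itself lower at ZT8. Intron control rows, which genomic DNA would also raise, did not rise. Their mean was 5.05 ± 0.13 (SD) at ZT8 and 5.07 ± 0.034 at ZT20 (exact permutation test, p = 0.68). The intron rows differed by -0.026, less than the -0.13 of the background control rows, and their spread at ZT8 was wide. They therefore cannot decide about genomic DNA either. Scaling cannot be told apart from a change of these transcripts: the median was 0.20 with arrays centred and 0.086 after quantile normalization, where camera still called the list at its preset correlation (adjusted p = 2.1e-21; as deposited, an estimated correlation gave adjusted p = 0.53) and the median of the ribosomal protein genes went from 0.06 to 0.0027. A change of these mRNAs with time of day was not tested further.

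Background control rows, which the paper does not report on, differed by -0.13, and 57 rows fell at ZT8, 42 of them in the dimmest 3 of 5 level classes. A higher array background at ZT20 may contribute to these: after removal of the group means the 57 rows followed the background (r = 0.818), but so did other dim rows (r = 0.724), whose median difference was -0.06 against -0.34 for the 57, while rows higher at ZT8 had r = -0.470. With background as a covariate limma called 0 rows, with a smallest adjusted p of 0.852 and 1806 rows at an unadjusted p under 0.05, and 2 of the 241 rows turned direction. Background and group were confounded (r = -0.874), so that fit cannot separate them. A change with time of day stays open for these rows.

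Among rows of genes the paper does not discuss with an adjusted p under 0.05 and no overlap between the groups, the largest rises at ZT8 were those of Gm10224 (0.71), Mir684-1 (0.66 and 0.62), Mir684-2 (0.65) and Rpl9-ps1 (0.64). The largest falls among such rows were those of Traj14 (-1.09), Gm24454 (-0.54), Mir6366 (-0.51), Traj2 (-0.50, near the background level), Mirlet7a-2 (-0.49), Olfr692 (-0.48), Mir6384 (-0.48) and Gm22507 (-0.46).

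In 20 of 254 groups of 5 arrays 1 array lay apart from the rest, its gap over the range being above Dixon's limit of 0.71; rows with identical values counted once leave 16. Chance gives about 1 in 20 groups. ZT8 replicate 1 was the array in 8 of the 16: Kcnk16 (0.831), Mir684-1 (0.800 in 5 identical rows and 0.794), Cacna1d (0.798), Mir684-2 (0.795, with nearly the same signals as Mir684-1 and so not a separate case), Fabp3-ps1 (0.782), Npas2 (0.745) and G6pc2 (0.724). The others were Trp53inp1 on ZT20 replicate 1 (0.782), Mkrn1 on ZT8 replicate 2 (0.776), n-R5s151 on ZT20 replicate 2 (0.762), Snord42a on ZT20 replicate 1 (0.753), Fosl2 on ZT20 replicate 4 (0.740), Cd5 on ZT8 replicate 5 (0.726), Mir505 on ZT8 replicate 3 (0.721) and Cacng6 on ZT20 replicate 2 (0.7103). ZT8 replicate 1 also had the highest mean signal of the 10 arrays for acinar (11.9), duct (9.75), hypoxia (9.22) and acute phase genes (7.01), and the cause was not tested.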

How the results depend on the processing

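The comparisons with other splits of the arrays, and the hemoglobin correlation under centring and quantile normalization, were chosen after the results were seen; the other alternatives were set before. Of 100 splits into 5 and 5 arrays, the real one included, 1 called as many rows at an adjusted p under 0.05 as the real split (241, the highest other 77). A count as large was thus rare among the splits, which does not exclude chance. At an unadjusted p under 0.05 the real split had 6071 rows and the highest other 5959. At p up to 0.05 and 1.3-fold 6 of 100 gave as many (233, the highest other 311), and for gene lists 40 of 100 (19, the highest other 27), so chance cannot be excluded for either.

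The 241 rows at an adjusted p under 0.05 became 620 with arrays centred, 52 after quantile normalization (41 shared), 467 among rows above the median level, 1 over all transcript rows, 515 with a trended and robust variance prior, 829 with array weights, 2 by the methods' t-test, 12 by a Student test and 1177 at an adjusted p under 0.1. With the replicate numbers as a replicate block the count was 53 (45 shared); correlations of the deviations of equal numbers were 0.315, 0.281, -0.127, -0.123 and 0.351, and they were not treated as pairs, since this asked for all 5 above 0.1. Without 1 array it lay between 1 and 427, the extremes being ZT20 replicate 1 (427) and ZT8 replicates 2, 3 and 4 and ZT20 replicate 4 (1). The 233 rows at 1.3-fold became 543 over all transcript rows, 130 above the median level, 38 at 1.5-fold, and 153 (without ZT20 replicate 2) to 345 (without ZT20 replicate 1) without 1 array. Of 46 gene lists 19 were called, 10 after quantile normalization (8 shared), 0 with an estimated correlation, and 16 to 25 without 1 array. The hemoglobin correlation of 0.564 became 0.733 with the brighter genes, 0.685 with arrays centred, 0.709 after quantile normalization and 0.45 to 0.75 without 1 array.

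The named genes that turned direction passed the test under neither setting. The lists for exocytosis, the unfolded protein response and nuclear respiratory chain genes, which camera called as deposited, turned after quantile normalization and lost the call. Means of lists not called as deposited also turned, and camera then called 2 of them, insulin processing without ZT8 replicate 1 (mean 0.017, adjusted p = 0.0225) and other pseudogenes among rows above the median level (mean 0.11, adjusted p = 7.5e-07). With arrays centred: Ins2 0.032, Syt13 0.048, Abcc8 0.032, Kcnk16 0.029, Ppy 0.033, Camp 0.0040, Mbp 0.017. After quantile normalization: Gcg -0.088, Cacna1c -0.018, Glp1r -0.038, G6pc2 -0.025, Ttr -0.037, Ctrb1 -0.020, Camp 0.0036, Mkrn1 -0.025, Hsp90b1 -0.0035, Dnajb9 -0.046, Ndrg1 -0.078, Ogdh -0.075, Pdhb -0.048, Sod1 -0.088, Cpt1a -0.077, Cdkn1a -0.057, Cox7a2 -0.051, Ndufa2 -0.070, and the means of the exocytosis (-0.0092), unfolded protein response (-0.042) and nuclear respiratory chain lists (-0.028). With array weights: Gcg -0.018, Syt13 0.018, Abcc8 0.0033, Kcnk16 0.027, Ndrg1 -0.026, Cpt1a -0.042, Cdkn1a -0.018. Without 1 array: Abcc8 -0.062 to 0.048, Cd79a -0.0051 to 0.095, Cdkn1a -0.10 to 0.15, Cela1 -0.026 to 0.33, Cpt1a -0.032 to 0.052, Ctrb1 -0.012 to 0.10, Gcg -0.016 to 0.074, Glp1r -0.011 to 0.11, Hmox1 -0.053 to 0.24, Ins2 -0.033 to 0.0053, Jun -0.21 to 0.044, Kcnk16 -0.059 to 0.084, Ndrg1 -0.045 to 0.053, Syt13 -0.035 to 0.070, Tpi1 -0.13 to 0.029.

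The counts rest on single arrays and on the scaling, and the cause was not tested. An alternative for linear values was not run, since the values are on a log2 scale, and the t-tests were not run on gene lists.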

Differences from the paper's values

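The paper's count of transcripts lower at ZT8 is 102; here limma gives 63 rows at the thresholds of S2 Table. Of the alternatives set before the data were examined, the count was within 1.5-fold of the paper's, the tolerance chosen here, with array weights (119) and without ZT8 replicate 1 (137), 2 (70) or 4 (77) or ZT20 replicate 1 (116), 3 (86), 4 (68) or 5 (77). It was not with arrays centred (34), quantile normalization (43), rows above the median level (24), all transcript rows (208), rows naming 1 gene (56), the replicate block (67), a trended and robust prior (56), the methods' t-test (47), a Student test (53), or without ZT8 replicate 3 (59), ZT8 replicate 5 (55) or ZT20 replicate 2 (67). The paper's total of 301 stands against 233 here, and 199 higher transcripts against 170; by the methods' t-test the total is 158 among rows with a gene name and 424 (254 higher and 170 lower) over all transcript rows.

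The paper's fold of Cry1 in S2 Table is -1.7; here it is -1.51. It came within 1 pooled SD of the arrays (0.152 on the log2 scale, a tolerance chosen here) of the paper's without ZT8 replicate 1 (-1.54), ZT8 replicate 3 (-1.55), ZT20 replicate 2 (-1.54) or ZT20 replicate 3 (-1.59), and under none of the other alternatives.

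The paper lists several genes as changed that miss an adjusted p under 0.05 here. S2 Table applies unadjusted p-values, and at its thresholds limma passed C2cd4b, Fabp3, Per3, Mirlet7a-1, Mir505 and the 4 hemoglobin rows. By the methods' t-test the hemoglobin rows had p above 0.05 here (exact permutation p of 0.048 for 3 rows and 0.056 for the other). Cybb, Trp53inp1 and Mir29a had folds of -1.25, 1.26 and 1.29, under 1.3. Cybb passed 1.3-fold without ZT20 replicate 1, Trp53inp1 with arrays centred and without ZT8 replicate 4 or ZT20 replicate 1, and Mir29a with arrays centred, quantile normalization and array weights and without ZT8 replicates 1 or 5 or ZT20 replicates 3 or 5. An adjusted p under 0.05 was reached by Fabp3 with array weights (adjusted p = 0.023; range over its alternatives 0.023 to 0.21) and without ZT8 replicate 1 (adjusted p = 0.049). Per3 (adjusted p = 0.041; range 0.041 to 0.24) and Mir29a (adjusted p = 0.0494; range 0.0494 to 0.26) reached it with array weights. Mirlet7a-1 did so among rows above the median level (adjusted p = 0.038), with a trended and robust prior (adjusted p = 0.041), with array weights (adjusted p = 0.029) and without ZT20 replicate 1 (adjusted p = 0.015; range 0.015 to 0.17), and Cybb without ZT20 replicate 1 (adjusted p = 0.0396; range 0.0396 to 0.31). C2cd4b (0.065 to 0.22), Mir505 (0.096 to 0.29), Trp53inp1 (0.055 to 0.28) and the hemoglobin rows (0.051 to 0.33) did so under none. Nr1d1, Nr1d2, Arntl, Cry1, Dbp and Tef passed, in the paper's direction.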

Other observations

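The lists and genes below were tested without a prior claim of the paper, and their leave-outs were read after the lists had been called. By limma no gene of these lists passed over all rows. With an estimated correlation on all arrays camera called none of these lists. The interferon, acute phase, macrophage and duct lists hold genes of S2 Table and are not independent evidence for those genes.

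Interferon-response genes had negative differences at ZT8 in 27 of 27 genes, with the restriction factor gene Bst2 at -0.31 (adjusted p = 0.45) and B2m, which encodes the light chain of class I molecules, at -0.14 (adjusted p = 0.68). The list's median was -0.21 (camera, adjusted p = 0.00065, and adjusted p = 0.75 with an estimated correlation), with 4 genes at an unadjusted p under 0.05 and 1 by the methods' t-test. The list's mean was 7.71 and 7.70 on ZT20 replicates 3 and 4, which are also 2 of the 3 arrays with high hemoglobin, and 7.05 and 7.16 on ZT20 replicates 1 and 2, at or below the ZT8 mean of 7.16. Acute phase and inflammation genes were also lower in 22 of 24 (median -0.14; camera, adjusted p = 0.015, and adjusted p = 0.75 with an estimated correlation; 6 and 5 genes), with the cytokine gene Tnf at -0.25 (adjusted p = 0.074) and the receptor gene Il1rl2 at -0.34 (adjusted p = 0.089) lower when adjusted over the list alone. That call was lost without ZT8 replicate 2, ZT8 replicate 3 and ZT20 replicate 4 (adjusted p of 0.092, 0.061 and 0.16).

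Markers of cells other than endocrine cells differed in direction. Stellate and fibroblast markers were lower in 14 of 14 (median -0.16; camera, adjusted p = 0.031, and adjusted p = 0.75 with an estimated correlation; 4 genes at an unadjusted p under 0.05 and 3 by the methods' t-test), with the matrix genes Bgn at -0.29 (adjusted p = 0.477) and Sparc at -0.14 (adjusted p = 0.476). The call was lost without ZT8 replicates 2 and 3 and ZT20 replicates 4 and 5 (adjusted p of 0.29, 0.060, 0.19 and 0.17). Lymphocyte markers were lower in 11 of 12 (median -0.11; camera, adjusted p = 0.043, and adjusted p = 0.75 with an estimated correlation; 4 and 0 genes), and the call was lost without ZT8 replicates 3 and 5 and ZT20 replicates 1 and 2 (adjusted p of 0.061, 0.085, 0.061 and 0.093) and after quantile normalization (adjusted p = 0.15). Acinar markers were higher in 17 of 18 (median 0.20; camera, adjusted p = 0.073, and adjusted p = 0.80 with an estimated correlation; 0 and 0 genes), past the threshold without ZT8 replicates 4 and 5 and ZT20 replicates 1 and 4 (adjusted p of 4.4e-05, 0.016, 0.0028 and 0.022), but without ZT8 replicate 1 the mean difference went from 0.19 to -0.0025 (adjusted p = 0.60). The array means of the acinar list ran from 10.2 to 11.9 within ZT8 and from 10.3 to 11.7 within ZT20. Duct markers had a median of 0.16 (camera, adjusted p = 0.22, 0.80 with an estimated correlation, and 0.042 without ZT8 replicate 4; 2 and 2 genes), with Pigr, an immunoglobulin receptor gene, at -0.48 lower when adjusted over the list alone. Without ZT8 replicate 1 their mean turned from 0.10 to -0.04 (adjusted p = 0.92). Endothelial markers had a median of -0.15 (camera, adjusted p = 0.064, and adjusted p = 0.76 with an estimated correlation; 2 and 1 genes), with Vwf at -0.30 lower when adjusted over the list alone. The endothelial list passed without ZT8 replicates 1 and 5 and ZT20 replicates 1, 2 and 3 (adjusted p of 0.0027, 0.014, 0.033, 0.015 and 0.027) and after quantile normalization (adjusted p = 0.011). Macrophage markers (median -0.09; camera, adjusted p = 0.12, and adjusted p = 0.76 with an estimated correlation; 3 and 1 genes) passed without ZT8 replicate 4 and ZT20 replicates 1 and 4 (adjusted p of 0.042, 0.0044 and 0.024). Neutrophil (median -0.06; camera, adjusted p = 0.19; 1 and 1 genes) and Schwann cell markers (median -0.04; camera, adjusted p = 0.68; 0 and 0 genes) did not pass. Different shares of exocrine and other cells between islet samples were not tested as an explanation.

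Heat shock genes were higher in 11 of 14 (median 0.07; camera, adjusted p = 0.0055, and adjusted p = 0.67 with an estimated correlation; 4 genes at an unadjusted p under 0.05 and 4 by the methods' t-test), with the chaperone genes Hsp90aa1 at 0.18 (adjusted p = 0.17) and Hspa8 at 0.05 (adjusted p = 0.52). Genes of the unfolded protein response were higher in 19 of 24 (median 0.05; camera, adjusted p = 0.011, and adjusted p = 0.75 with an estimated correlation; 2 and 3 genes), and the call was lost without ZT8 replicate 3 and ZT20 replicate 2 (adjusted p of 0.061 and 0.20). Nuclear genes of the respiratory chain were higher in 50 of 71 (median 0.04; camera, adjusted p = 0.0018, and adjusted p = 0.76 with an estimated correlation; 3 and 7 genes). After quantile normalization the calls of the heat shock (adjusted p = 0.28), unfolded protein response (adjusted p = 0.12) and respiratory chain lists (adjusted p = 0.098) ended, with means of 0.03, -0.04 and -0.03 against 0.07, 0.04 and 0.03 before.

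Lists that camera did not call were glycolysis (median -0.10; adjusted p = 0.50, and 0.037 after quantile normalization; 0 genes at an unadjusted p under 0.05 and 0 by the methods' t-test), mitochondrial metabolism (median 0.03; adjusted p = 0.13, and 0.0028 and 0.030 without ZT8 replicate 1 and ZT20 replicate 3; 0 and 2), hypoxia (median -0.07; adjusted p = 0.99; 0 and 0), immediate early genes (median -0.05; adjusted p = 0.51, and 0.046 without ZT8 replicate 1; 1 and 1) and cell cycle (median 0.02; adjusted p = 0.14, and 0.024 without ZT20 replicate 4; 3 and 4), with the cyclin gene Ccnd2 at 0.11 (adjusted p = 0.34) and Pcna, of DNA replication, at 0.08 (adjusted p = 0.41).

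Among gene classes written with S2 Table at hand, which are not independent evidence, Xlr genes of the X chromosome were higher in 16 of 16 (median 0.51; camera, adjusted p = 3.9e-07, and adjusted p = 0.67 with an estimated correlation), with Xlr3d-ps at 0.66 (adjusted p = 0.12) and Xlr3c at 0.63 (adjusted p = 0.13); 5 were higher when adjusted over the list alone, 9 lay at an unadjusted p under 0.05 and 5 did so by the methods' t-test. Small nucleolar RNA genes of the C/D type had a median of -0.02 and a mean of 0.05 (camera, adjusted p = 0.64; 5 and 3 genes), and those of the H/ACA type a median of -0.12 (camera, adjusted p = 0.14, and 0.042 without ZT8 replicate 4; 2 and 2 genes). Histone genes had a median of 0.0054 (camera, adjusted p = 0.24, and 0.014 without ZT8 replicate 1; 3 and 2 genes), with Hist1h2ak at 0.41 (adjusted p = 0.072) higher when adjusted over the list alone.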
